A study of Mus musculus with 106 samples. Its data were reported in "Hyperglycemia Induces Trained Immunity in Macrophages and Their Precursors and Promotes Atherosclerosis" (2021).

How the data were processed

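H3K27ac and H3K4me3 were profiled by ChIP-seq in mouse HSC and BMDM from diabetic and control animals, with BMDM left unstimulated or given LPS+IFN-γ. Of 106 samples, 70 have a list of peaks that was used here, and the 36 input samples (chromatin sequenced without an antibody step) were left out because no list of their own was used; each peak name states that the input of the same cells served as background. Per the labels, libraries were sequenced as single reads. The aligner, the peak caller and the genome build of the ChIP-seq lists are not given in the sources used here.

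In the deposited lists each peak carries a score, which equals 10 times the −log10 q cut to a whole number. A ratio gives the fold enrichment over the local background at the summit, and the deposited −log10 p and −log10 q rate each peak within its own library. These are the authors' own values and were used only to describe, rank or filter peaks inside 1 list, never to compare signal between libraries. The lowest −log10 q in any list was 1.30104, so each list stops near a q of 0.05. A long interval may be split into several summits in a deposited list; a peak here is 1 numbered interval, so that 9511856 summits gave 7828714 peaks. Each of the 70 lists had peaks on chromosome Y.

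Samples were grouped by mark, cell state and disease as labelled, and no sample was moved or dropped. Groups, tests, alternatives, the genes to be named and the marker sets were chosen before the data were examined, except where a later choice is stated. Chromosomes 1 to 19, X and Y were used. The build was checked: 0 peaks ran past the ends of the 21 GRCm38 chromosomes, and a median of 80.5% of the top 10000 peaks of a list (lowest 41.5%) lay over a transcription start site of GENCODE release M21, against 6.19% (highest 10.6%) with start sites moved by 50000 bp. Promoters reached 1000 bp to either side of each of 93513 start sites of 21938 protein-coding genes.

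For each library the number of peaks, the covered length in Mb and the percentage of genes with a promoter peak were computed. To take out list length, the top 10000 peaks by −log10 p were used for promoters, distances and regions. Consensus regions were made by merging the top peaks of all 35 libraries of a mark and keeping those found in at least 2 libraries, and a library held a region when they shared at least 1 bp. The distance between a pair of libraries was the Jaccard distance of the regions held. Separation was the mean distance between groups minus the mean within groups. A segregating region was held by every library of one group and none of the other, and Fisher's exact test was run on each region whose number of holders could reach a p of 0.05, with Benjamini-Hochberg adjustment over those regions and a call at an adjusted p under 0.05.

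Differences in group means were tested by exact permutation over all arrangements of the libraries, two-sided for peak number (log2), covered length (log2) and promoter share and one-sided for separation. There were 924 arrangements for 6 against 6 libraries and 462 for 5 against 6, and the smallest p that can be reached is 0.00216 for each. Adjusted p values are Benjamini-Hochberg over the 6 disease comparisons of a measure, the 4 stimulation comparisons or the 4 cell type comparisons. The disease difference in HSC minus that in unstimulated BMDM was tested with 100000 permutations of the disease labels within each cell state, two-sided, over 4 tests. Each count of regions was also compared with 100 splits of the same libraries drawn with seed 20210713, the real one among them. Within a group of 5 or 6 libraries, a library was singled out when its gap to the nearest other, as a share of the whole range, passed Dixon's critical value (0.71 for 5 and 0.625 for 6) in peak number, covered length, promoter share or mean distance to its group.

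No read totals are in the lists, so library depth and counting intervals are unknown. A background rate was recovered instead, a step chosen after seeing the data. The deposited fold and −log10 p of a peak determine a pileup and a local background if p is a Poisson tail and a pseudocount of 1 enters the fold. Up to 6000 peaks per list with a −log10 p of 8 or less were solved, with rates from 0.5 upward, and the most frequent background was divided by the narrowest peak width (204 to 298 bp) to give fragments per kb. Whole numbers were sought only among pileups solved close to that most frequent background. In 66 libraries more than 90% of these were whole within 0.02 (91.4% or more, and all of them in 65 libraries). In 4 libraries under 10% were (6.95% at most), which leaves their scaling unclear: H3K4me3 libraries 6 of control LPS+IFN-γ BMDM, 1 and 2 of diabetic LPS+IFN-γ BMDM and 6 of unstimulated control BMDM. Between 7.3% and 39.0% of solved peaks per list sat at the chosen rate, and the pileups of the others were not checked in this way. Relations of peak number and covered length with the rate were computed within groups with 100000 permutations. Both values were also adjusted for the within-group slope, fitted once per mark over all its groups and not for each cell state.

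The named genes are 10 that the study discusses, read as promoter held or not and by the percentile of the best promoter peak within the top 10000, plus for each comparison up to 3 segregating regions per direction with the best mean rank. Marker sets of 12 genes each for stem and progenitor cells, macrophages, LPS and IFN-γ response, neutrophils, erythroid cells, B cells and T cells were fixed in advance. The LPS and IFN-γ set shares 2 genes with the study list, Nos2 and Il6, and no other gene is in more than 1 set. The percentile tests, the tests of marker sets and all readings of the 53 stimulation regions in other libraries were chosen after seeing the data.

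Alternatives changed 1 choice at a time. They were the list as deposited, peaks at q of 0.05 or less, at q of 0.001 or less or with a fold of at least 3, peaks within 1000 bp joined, the top 5000 or 20000 peaks, ranking by fold, 50% of a region covered, tiles of 1000 bp holding a summit, regions found in at least 3 libraries, promoters of 2500 bp, autosomes only, swaps within replicate number, and each library left out in turn. Summits in place of intervals, adjustment for the background rate, the same adjustment without the 4 libraries of unclear scaling, and leaving out both libraries of a replicate number were added after seeing the data. Interval functions, region tests, separation tests and the background rate were tested on simulated data with planted answers: planted regions were recovered by the count of segregating regions at both group sizes, while the adjusted Fisher test called planted regions at 6 against 6 and none at 6 against 5. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.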

Results

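Chromatin immunoprecipitation followed by sequencing (ChIP-seq) maps where a histone mark sits along the genome: an antibody pulls down marked fragments and intervals rich in fragments are called as peaks. H3K27ac, an acetyl mark of active promoters and enhancers, and H3K4me3, a methyl mark of active promoters, were mapped in C57BL/6J mice that were either controls or made diabetic with streptozotocin. Treated mice received 42 to 45 mg/kg per day over 5 days, and tissue was taken 6 weeks later from animals with blood glucose above 13.9 mmol/L. Each mark was read in bone marrow depleted of mature lineages, which the labels call hematopoietic stem cells (HSC), and in bone marrow-derived macrophages (BMDM) kept for 7 days in 5 mmol/L glucose. BMDM were then left unstimulated or given 100 ng/mL lipopolysaccharide (LPS) with 10 ng/mL interferon gamma (IFN-γ) for 16 h. Lists of peaks were read for 70 libraries, 35 per mark, in 12 groups: 10 groups held 6 libraries, and the 2 groups of unstimulated diabetic BMDM held 5, with replicate number 3 absent.

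Peaks had been called separately in each library. The 70 lists held 7828714 peaks, from 13730 to 277213 per list with a median of 110154. Read totals are not part of the lists, so the total depth of a library is unknown. Instead, a background rate was recovered from the fold and −log10 p of the peaks, which ranged from 4.91 to 36.9 fragments per kb with a median of 16.3. It describes a library as the peak caller scaled it, not the number of reads sequenced.

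The first comparison asked whether diabetes altered how many intervals carried each mark. In H3K27ac libraries of HSC, 93925 ± 31545 peaks (mean ± SD, n = 6) were listed for diabetic mice and 126994 ± 14420 (n = 6) for controls, a log2 difference of −0.50. Of the 6 diabetic libraries, 4 lay below all controls, with a two-sided exact permutation p = 0.0303 and an adjusted p = 0.149 over the 6 comparisons of this measure (Benjamini-Hochberg). H3K4me3 lists of unstimulated BMDM held 98586 ± 28761 peaks (n = 5) in the diabetic group and 159292 ± 50183 (n = 6) in the control group, a log2 difference of −0.67 (exact p = 0.0498, adjusted p = 0.149), and 0 of 5 diabetic libraries lay above the control mean. Neither difference held after the adjustment. The remaining log2 differences were −0.20 for H3K27ac in unstimulated BMDM, −0.41 for H3K27ac in LPS+IFN-γ BMDM, 0.21 for H3K4me3 in HSC and −0.29 for H3K4me3 in LPS+IFN-γ BMDM, with adjusted exact p from 0.411 to 0.729. Leaving out diabetic library 5 turned the H3K4me3 difference in HSC to −0.02, and leaving out diabetic library 4 turned the H3K27ac difference in unstimulated BMDM from negative to 0.00376. The measure was moved most by an adjustment for the background rate, chosen after seeing the data, which turned both of the first differences positive, to 0.12 for H3K27ac in HSC (exact p = 0.606, adjusted p = 0.823, with 0.136 to 0.935 across alternatives) and to 0.13 for H3K4me3 in unstimulated BMDM (exact p = 0.424, adjusted p = 0.823, with 0.136 to 0.823 across alternatives). Without 4 H3K4me3 libraries whose scaling is unclear the latter became 0.16 (exact p = 0.389, adjusted p = 0.823).

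**Figure D1:**
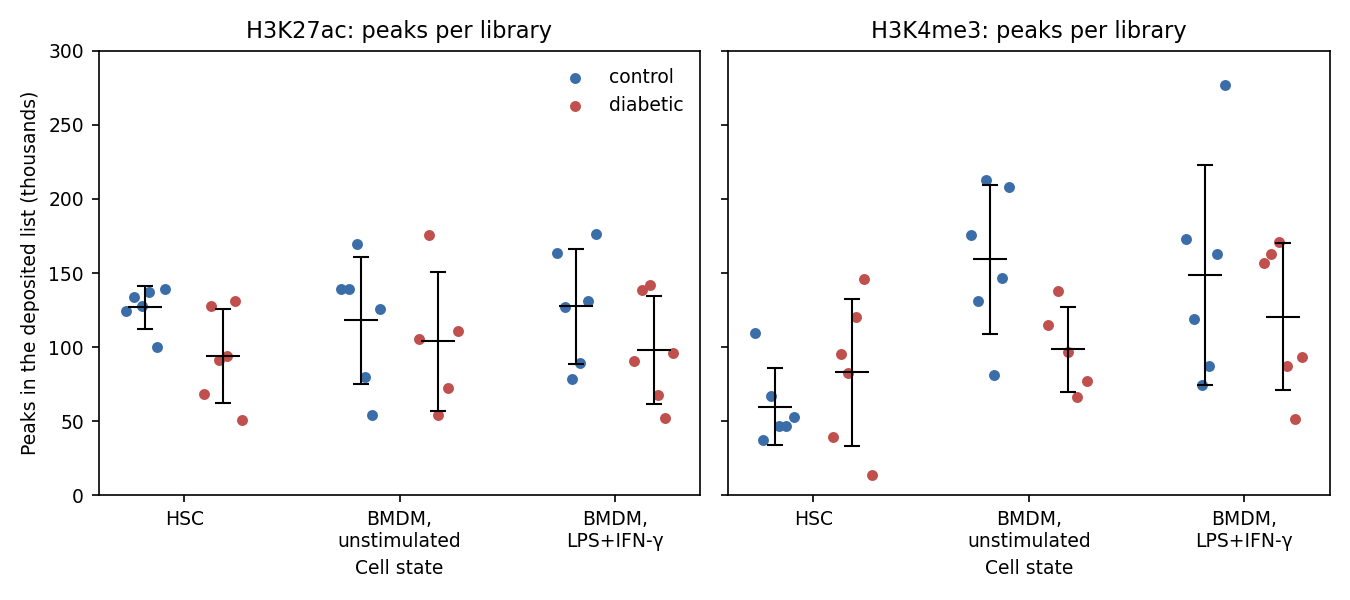
Number of peaks (in units of 1000) in each deposited list by mark and cell state; points are libraries, and the bars give mean and SD for 6 libraries per group, or 5 in unstimulated diabetic BMDM. Lists ran from 13730 peaks to 277213, and the diabetic and control libraries overlapped in every comparison.

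The background rate itself was lower in the diabetic group in those same comparisons. H3K27ac libraries of HSC had 13.6 ± 2.88 fragments per kb in diabetic mice and 23.9 ± 6.66 in controls, a log2 difference of −0.79 with 5 of 6 diabetic libraries below all controls (two-sided exact permutation p = 0.00649, adjusted p = 0.0390 over 6 comparisons). In H3K4me3 libraries of unstimulated BMDM the rates were 12.6 ± 2.97 (n = 5) and 25.3 ± 8.94 (n = 6), a log2 difference of −0.95 with 3 of 5 diabetic libraries below all controls (exact p = 0.0152, adjusted p = 0.0455). The second call rests on a library of unclear scaling. For control library 6 the pileups recovered at the chosen rate were not whole numbers, and its rate was the highest of the group. In a test chosen after seeing the data, without the 4 such libraries, the control mean became 23.2 ± 8.23 (n = 5) and the log2 difference −0.84, which did not pass (exact p = 0.0238, adjusted p = 0.0714). The remaining 4 log2 differences were −0.21, −0.38, 0.09 and −0.27, with adjusted exact p of 0.442 to 0.558. The last, H3K4me3 in LPS+IFN-γ BMDM, which held the other 3 libraries of unclear scaling, became −0.54 without them (exact p = 0.143, adjusted p = 0.286). Within groups, libraries with a higher rate had more peaks. For H3K27ac (n = 35) Pearson's r was 0.761 and Spearman's rho 0.798, each with a permutation p = 1e-05, the smallest that 100000 permutations can give (adjusted p = 2e-05 for r over 4 relations), and r was 0.674 without the 2 libraries farthest from the median rate. For H3K4me3 (n = 35) r was 0.562 (permutation p = 0.00017, adjusted p = 0.00017), rho was 0.612 (permutation p = 0.00029), and r was 0.515 without those 2 libraries. The labels name no sequencing batch or date, so no values within batches were computed.

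**Figure D2:**
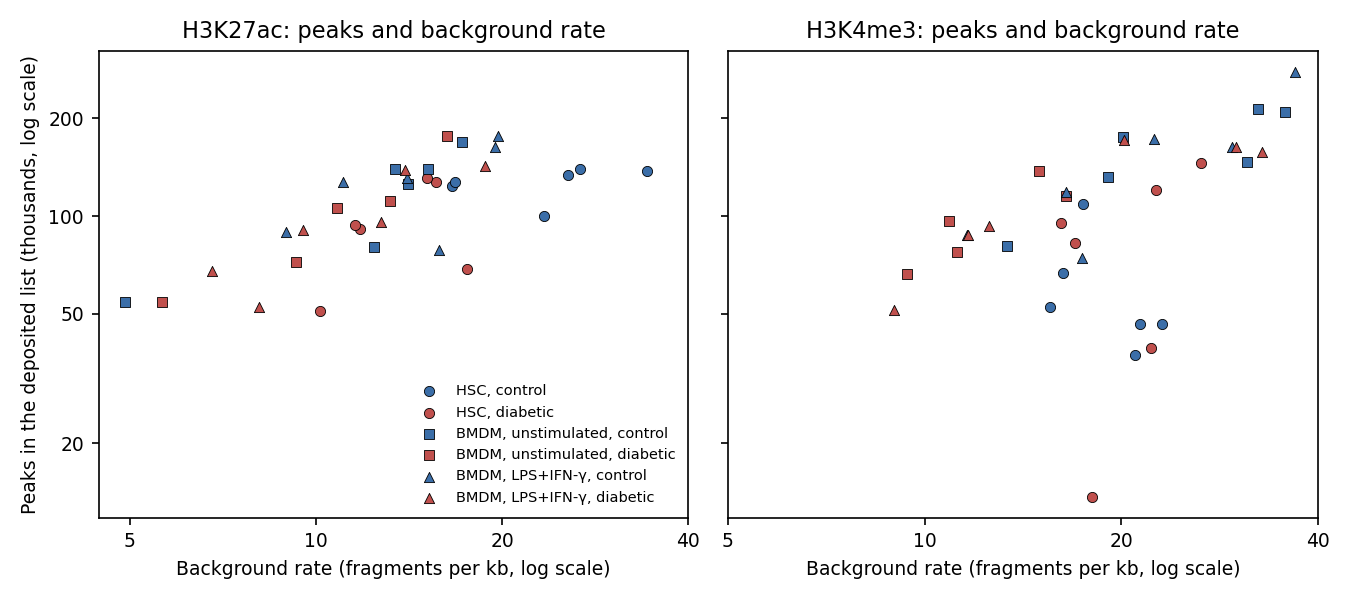
Peaks in each deposited list (in units of 1000, log scale) against the recovered background rate (fragments per kb, log scale), 1 point per library. Within groups, r was 0.761 for H3K27ac and 0.562 for H3K4me3, and 5 of 6 diabetic H3K27ac libraries of HSC sit at lower rates than all controls.

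The genome length covered by peaks was lowest relative to controls in the same 2 comparisons as peak number. H3K27ac peaks of HSC covered 47.6 ± 14.3 Mb in diabetic and 64.0 ± 7.02 Mb in control libraries, a log2 difference of −0.48 with 4 of 6 diabetic libraries below all controls (two-sided exact permutation p = 0.0281, adjusted p = 0.0909 over 6 comparisons). For H3K4me3 in unstimulated BMDM the lengths were 49.3 ± 11.5 Mb (n = 5) and 84.3 ± 29.4 Mb (n = 6), a log2 difference of −0.73 with 0 of 5 diabetic libraries above the control mean (exact p = 0.0303, adjusted p = 0.0909). That second result passed the threshold when control library 4 was left out (exact adjusted p = 0.0476, with 0.0476 to 0.229 over the libraries left out in turn). The other 4 comparisons had adjusted exact p of 0.760 to 0.812. Adjusting for the background rate moved these values most, to 0.20 for H3K27ac in HSC and 0.11 for H3K4me3 in unstimulated BMDM (exact adjusted p = 0.968 for each, with 0.0909 to 0.968 across alternatives).

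To compare positions and not list length, the 10000 peaks with the highest −log10 p were taken from every library. The share of 21938 protein-coding genes with such a peak within 1000 bp of a transcription start site averaged between 38.8% ± 3.43 and 43.0% ± 1.80 (SD) over the 12 groups. Diabetic minus control differences were 0.193, 0.365 and −0.890 percentage points for H3K27ac in HSC, unstimulated BMDM and LPS+IFN-γ BMDM, and −0.732, −0.662 and −0.596 for H3K4me3 in the same order. None held up (two-sided exact permutation p from 0.455 to 0.851, adjusted p = 0.851 for all 6). Ranking peaks by fold moved these values most, to −4.19 percentage points for H3K4me3 in LPS+IFN-γ BMDM, and with the lists as deposited the H3K27ac difference in HSC turned to −2.37. The study described an H3K27ac difference in HSC that weakened in BMDM, at promoters near regions of altered accessibility, and H3K4me3 differences that lasted into macrophages. Here the share over all promoters was compared between the cell states for both marks, which is another measure. The diabetic minus control difference in HSC minus that in unstimulated BMDM was −0.172 percentage points for H3K27ac (permutation p = 0.906, adjusted p = 0.969 over 4 tests) and −0.0705 for H3K4me3 (permutation p = 0.969, adjusted p = 0.969). For log2 peak number it was −0.30 for H3K27ac (permutation p = 0.517, adjusted p = 0.969) and 0.88 for H3K4me3 (permutation p = 0.180, adjusted p = 0.718). Its largest shift under an alternative was in the H3K4me3 promoter share, which reached 3.41 percentage points with all peaks at q of 0.05 or less (permutation p = 0.629).

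Whether diabetic and control libraries could be told apart by the position of their peaks was tested next. The study described a distinction by the quantity of both marks, which lists of peaks do not measure, so its description was not tested. Top peaks were merged into 16414 regions for H3K27ac and 18183 for H3K4me3, each found in at least 2 of 35 libraries, with median widths of 1714 bp and 1349 bp. The mean Jaccard distance between libraries of different groups minus that within groups was −0.00566 for H3K27ac in HSC (0.199 between and 0.205 within), −0.00329 in unstimulated BMDM and −0.00912 in LPS+IFN-γ BMDM. For H3K4me3 the values were −0.00491, −0.00470 and −0.000405. On average diabetic and control libraries lay no farther from each other than from their own group (one-sided exact permutation p from 0.368 to 0.939, adjusted p = 0.939 for all 6 comparisons). Taking the lists as deposited moved the measure most, to 0.0335 for H3K4me3 in unstimulated BMDM (exact p = 0.0563, adjusted p = 0.338, with 0.338 to 0.970 across alternatives), which also turned its sign.

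**Figure D3:**
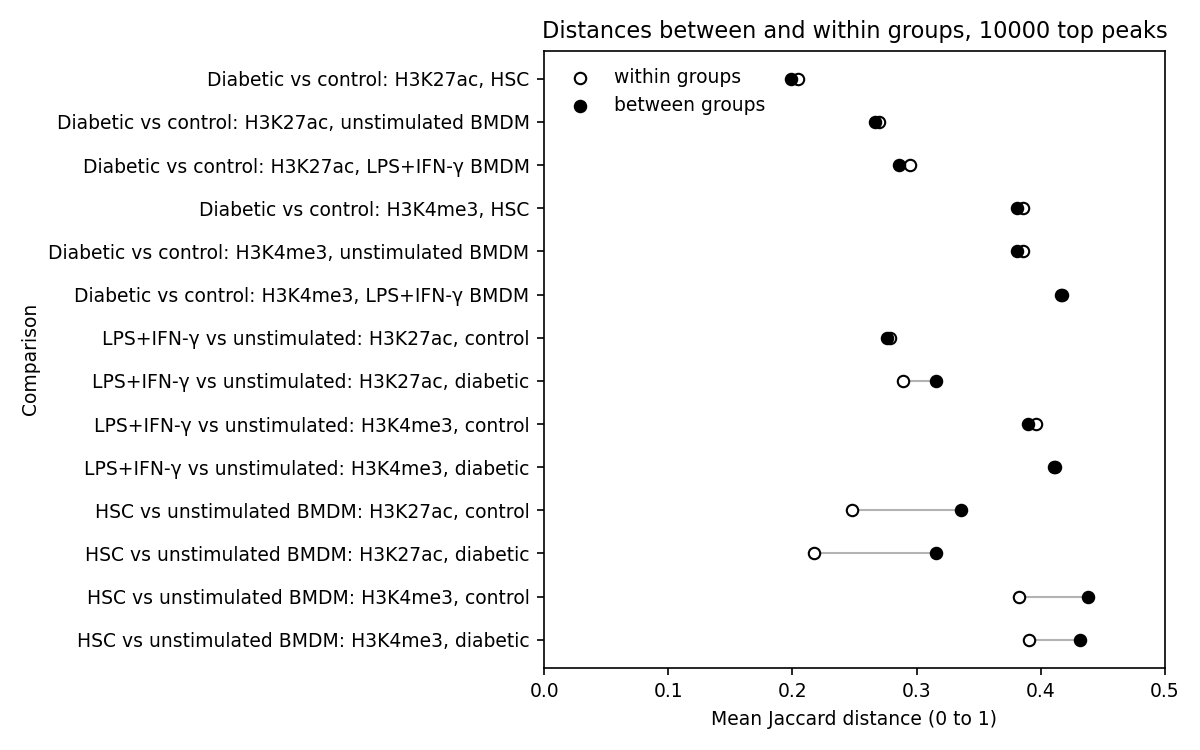
Mean Jaccard distance (0 to 1) between libraries of the same group and of different groups, from the top 10000 peaks of each library, for the 14 comparisons. Diabetic against control pairs nearly coincide (H3K27ac in HSC, 0.199 between and 0.205 within), while HSC and unstimulated BMDM stand apart.

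Regions were then sought that had a top peak in every library of one group and in no library of the other. A region held by as many libraries as one group has falls that way by chance with a share of 0.00216. Between diabetic and control libraries there were 0 such regions in all 3 H3K27ac comparisons, 1 for H3K4me3 in HSC, 5 in unstimulated BMDM and 0 in LPS+IFN-γ BMDM. Fisher's exact test with Benjamini-Hochberg adjustment called 0 regions in each of the 6 comparisons. The smallest p of that test is 0.00216, so after adjustment a call needs many fully segregating regions at once. A count of 0 calls, here and below, is therefore no evidence that no region differs. At an unadjusted p under 0.05 it counted 5 of 1141, 25 of 2080 and 5 of 1531 testable H3K27ac regions in HSC, unstimulated and LPS+IFN-γ BMDM, and 18 of 2342, 32 of 3295 and 26 of 2456 for H3K4me3. Coordinates are on GRCm38 and counted from 1. The H3K4me3 region held only by diabetic HSC covered the Ltbp4 start site (chromosome 7, 27337204 to 27338169). In unstimulated BMDM the diabetic libraries alone held an intron of Gse1 (chromosome 8, 120275681 to 120278657, 47225 bp from the nearest start site) and the Abr start site (chromosome 11, 76570125 to 76571975). The regions held by the control libraries alone included the start site of Stx4a (chromosome 7, 127840575 to 127842584) and a Bnc2 intron 155 bp from a start site (chromosome 4, 84545100 to 84546135). Some other divisions of the same libraries gave more regions than these counts. With the lists as deposited the count for H3K4me3 in unstimulated BMDM moved from 5 to 219.

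Stimulation served as a yardstick for what a strong signal does to the same measures. In diabetic BMDM the libraries labelled LPS+IFN-γ (n = 6) and unstimulated (n = 5) were separated for H3K27ac by 0.0267 (one-sided exact permutation p = 0.0390, adjusted p = 0.156 over 4 comparisons), which did not hold after adjustment. The top 20000 peaks moved this to 0.0399 and past the threshold (exact p = 0.00433, adjusted p = 0.0173, with 0.0173 to 0.831 across alternatives), and leaving out LPS+IFN-γ library 6 also took it past (exact adjusted p = 0.0317). Control BMDM gave −0.00243 for H3K27ac (exact p = 0.526, adjusted p = 0.701), and H3K4me3 gave −0.00660 in control (exact p = 0.983, adjusted p = 0.983) and 0.000453 in diabetic libraries (exact p = 0.372, adjusted p = 0.701). For H3K27ac, 53 regions segregated fully in diabetic BMDM, 26 held by the libraries labelled LPS+IFN-γ and 27 by the unstimulated ones, against 0 in control BMDM; whether stimulation acted differently in the disease groups was not tested. H3K4me3 gave 1 region in control BMDM, at the Otud7a start site held by the unstimulated libraries, and 5 in diabetic BMDM, among them the start sites of Pyroxd1, Gramd4 and Hes3 and an intron of Myo1c. The adjusted Fisher's exact test called 0 regions in each of the 4 comparisons, with 11, 252, 11 and 79 regions at an unadjusted p under 0.05 (H3K27ac control and diabetic, then H3K4me3 control and diabetic). Among the 26 stimulated regions the best ranked were a coding exon of Ubr4 (chromosome 4, 139440013 to 139444111), an intergenic region 1882 bp from the Nos2 start site (chromosome 11, 78916691 to 78918905) and an intergenic region 100940 bp from Zfp36l2 (chromosome 17, 84081157 to 84087007). The best ranked of the 27 unstimulated regions covered the start sites of Pde3b (chromosome 7, 114414356 to 114416872), Zfp395 (chromosome 14, 65357651 to 65359676) and Ccdc166 (chromosome 15, 75980495 to 75982891).

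The 53 regions from diabetic BMDM were read in the control BMDM libraries, which had no part in choosing them. Of the 12 control libraries, 9 held more of the regions of their own label. The library labelled LPS+IFN-γ replicate 5 held 5 of the 26 stimulated and 25 of the 27 unstimulated regions. The libraries labelled unstimulated replicates 5 and 6 held 18 and 17 stimulated regions but only 5 and 1 unstimulated ones. Every control BMDM value given here keeps the labels as they stand, so the stimulation comparison in control BMDM and the comparisons of diabetic with control BMDM carry this limit. When each of the 11 diabetic BMDM libraries was placed by regions found without it, 11 of 11 fell with their label for H3K27ac.

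**Figure D4:**
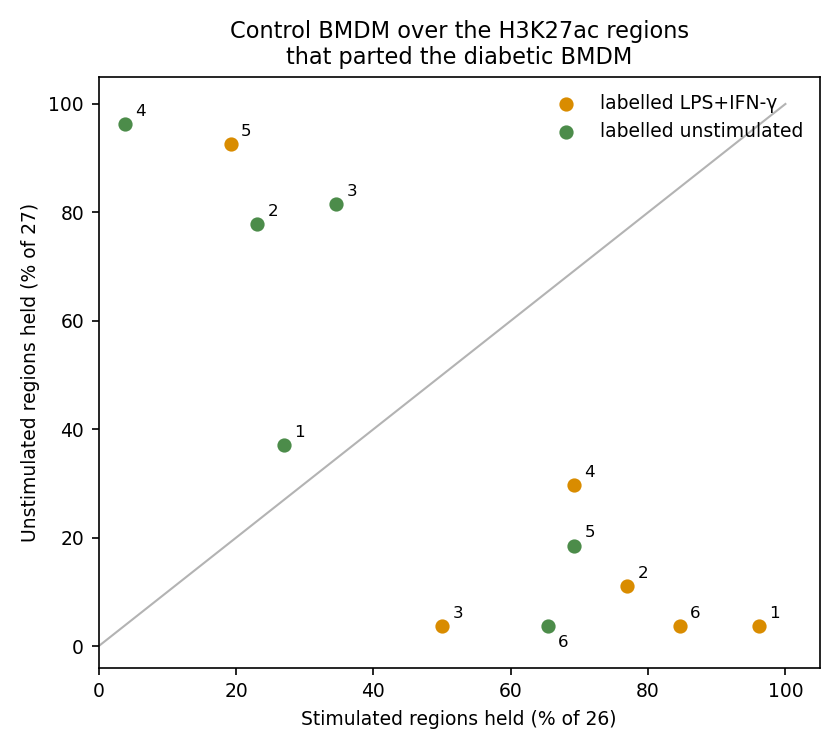
Share (%) of the 26 stimulated (x axis) and 27 unstimulated (y axis) H3K27ac regions from diabetic BMDM that each of the 12 control BMDM libraries holds, with points numbered by replicate and coloured by label. The library labelled LPS+IFN-γ 5 and those labelled unstimulated 5 and 6 lie on the other label's side of the line of equal shares, with 5, 18 and 17 stimulated regions.

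A second yardstick was cell type, HSC against unstimulated BMDM. For H3K27ac the cell types were separated by 0.0877 in control and 0.0978 in diabetic mice, each with a one-sided exact permutation p = 0.00216, the smallest possible for these group sizes, and an adjusted p = 0.00433 over 4 comparisons. For H3K4me3 the separation was 0.0555 in control mice (exact p = 0.00433, adjusted p = 0.00577) and 0.0414 in diabetic mice (exact p = 0.0130, adjusted p = 0.0130). The diabetic H3K4me3 value lost its call with the lists as deposited, where it was 0.0165 (exact adjusted p = 0.203, with 0.0108 to 0.203 across alternatives). It also lost it without unstimulated BMDM library 1, 2 or 4, at 0.0295, 0.0325 and 0.0334 (exact adjusted p of 0.0667, 0.0667 and 0.0524). Fully segregating H3K27ac regions numbered 239 in control mice (108 held by HSC, 131 by BMDM) and 348 in diabetic mice (148 and 200), and the adjusted Fisher's exact test called 686 (331 higher in HSC, 355 in BMDM) and 894 (434 and 460). For H3K4me3 there were 52 (22 and 30) and 44 (25 and 19) segregating regions, and the adjusted Fisher test called 0 in both, with 330 and 341 at an unadjusted p under 0.05. The lists as deposited moved these counts most, for H3K4me3 in control mice to 3480 segregating regions and 18392 called by the adjusted Fisher's exact test.

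The best ranked H3K27ac region held by HSC alone, in control and in diabetic mice, was the start site of Zfp507 (chromosome 7, 35802098 to 35803214), followed in control mice by Ccdc88c and Rnf125 and in diabetic mice by Car2 (chromosome 3, 14885839 to 14887542) and C530008M17Rik. Held by BMDM alone in both disease groups was the Slc27a1 start site (chromosome 8, 71573522 to 71582570). The other best ranked BMDM regions were Pmp22 (chromosome 11, 63128853 to 63133638) and a region 46769 bp from Tob1 in control mice, and Nrp1 (chromosome 8, 128356681 to 128360254) and Pdgfb (chromosome 15, 80011035 to 80016138) in diabetic mice. For H3K4me3, HSC of control mice alone held the start sites of Bnc2 (chromosome 4, 84674065 to 84676246), Gli3 (chromosome 13, 15462720 to 15465068) and Vldlr (chromosome 19, 27216496 to 27219268), and BMDM alone held Unc93b1 (chromosome 19, 3934788 to 3936648), an Nrp2 intron and an intergenic region near Rps20. In diabetic mice the corresponding regions lay at Car7, Ddr1 and Efcc1 for HSC and at Pex11a, Dnajb2 and Col11a2 for BMDM.

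Promoters of marker genes, in sets of 12 fixed beforehand, were counted among the top 10000 peaks. By H3K27ac the stem and progenitor set had 4.67 ± 2.42 occupied promoters in HSC and 0.5 ± 0.84 in unstimulated BMDM of control mice (two-sided exact permutation p = 0.00649, adjusted p = 0.0156 over 12 tests). The macrophage set had 0 in HSC and 5.5 ± 1.22 in BMDM (exact p = 0.00216, adjusted p = 0.0130), with every BMDM library above every HSC library. Diabetic mice gave 5.0 ± 2.0 and 0.6 ± 0.55 for the first set (exact adjusted p = 0.0156) and 0 and 5.6 ± 0.89 for the second (exact adjusted p = 0.0130). By H3K4me3 the stem and progenitor set did not part the cell types (8.0 in HSC and 8.33 in BMDM of control mice), and all adjusted exact p for this mark were 0.111 or more. The erythroid set was also higher in HSC by H3K27ac, with 4.83 ± 1.83 against 1.83 ± 0.98 in control mice (exact adjusted p = 0.0156) and 5.17 ± 2.14 against 1.8 ± 1.10 in diabetic mice (exact adjusted p = 0.0173). By H3K27ac, group means of the LPS and IFN-γ response set ran from 2.5 in diabetic HSC to 4.17 in diabetic LPS+IFN-γ BMDM. Unstimulated diabetic BMDM had 2.8, control LPS+IFN-γ BMDM 3.67 and control unstimulated BMDM 3.5. By H3K4me3 the means were 3.17 in diabetic LPS+IFN-γ and 3.4 in diabetic unstimulated BMDM, the other direction. In control BMDM they were 3.67 with LPS+IFN-γ and 3.17 without. Neutrophil promoters averaged 0 to 0.333 per group. The B cell set averaged 1 in every H3K27ac group and 2 to 2.83 for H3K4me3, and the T cell set 0.167 to 1.67 and 0.5 to 2.

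**Figure D5:**
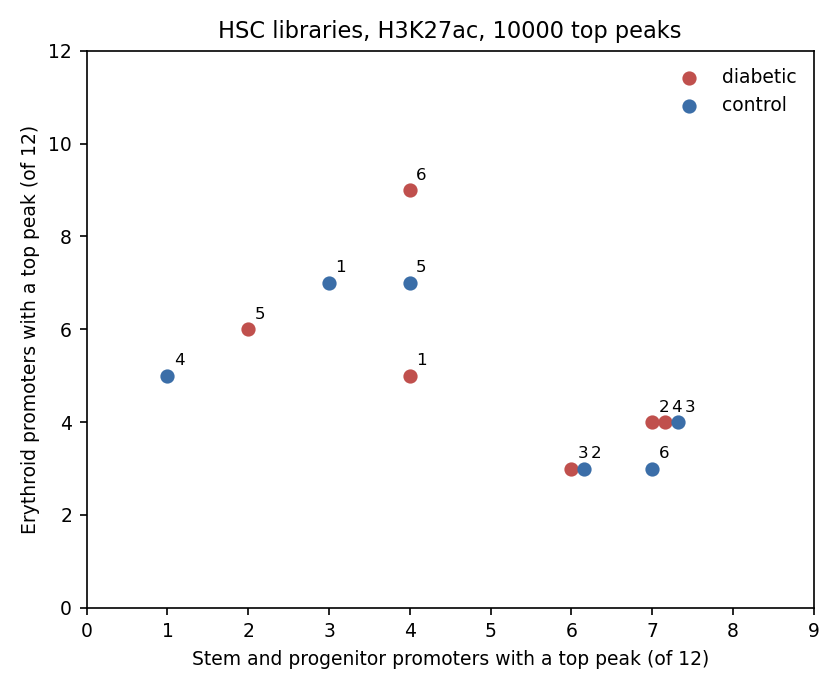
Promoters of the erythroid set (y axis, of 12) against the stem and progenitor set (x axis, of 12) with an H3K27ac top peak in each of the 12 HSC libraries, numbered by replicate, with equal points set side by side. In 6 libraries the erythroid count was the higher, up to 9 erythroid and 4 stem and progenitor promoters in diabetic library 6.

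Finally, 10 genes that the study discusses were read at their promoters. Runx1 (chromosome 16, 92601466 to 92826149, minus strand) had a top peak in every library of both marks, and Hk1 (chromosome 10, 62268855 to 62379908, minus strand) in every H3K27ac library. By H3K4me3 Hk1 was held by all BMDM libraries and by 4 of 6 diabetic and 4 of 6 control HSC libraries. Nos2 (chromosome 11, 78920787 to 78960254, plus strand) was held by H3K27ac in 5 of 6 diabetic and 3 of 6 control libraries labelled LPS+IFN-γ, and in 1 of 5 diabetic and 2 of 6 control libraries labelled unstimulated. By H3K4me3 it was held in 3 of 6 diabetic and 5 of 6 control LPS+IFN-γ libraries, 5 of 5 and 3 of 6 unstimulated ones and 5 of 6 HSC libraries of each group, and in full lists every BMDM library had a Nos2 peak in both marks. Il6, Il1b, Chil3, Retnla and Pla2g5 had a top peak in no library, and Traf3ip3 in 1. Crnkl1 had one in all H3K27ac libraries except 1 of 5 in unstimulated diabetic BMDM, and by H3K4me3 in 2 of 6 diabetic and 4 of 6 control HSC libraries, 3 of 5 and 6 of 6 unstimulated and 5 of 6 and 4 of 6 LPS+IFN-γ libraries. In the full lists Il6 (chromosome 5, 30013114 to 30019981, plus strand) had an H3K27ac promoter peak in 2 of 6 diabetic and 4 of 6 control HSC libraries, in none of unstimulated BMDM, and in 2 of 6 diabetic and 4 of 6 control libraries labelled LPS+IFN-γ. Its H3K4me3 peaks were in 1 of 6 diabetic and 2 of 6 control LPS+IFN-γ libraries and no others. Il1b had an H3K27ac peak there in 4 of 6 diabetic and 6 of 6 control HSC libraries, 1 of 5 and 2 of 6 unstimulated and 1 of 6 and 1 of 6 LPS+IFN-γ libraries, and an H3K4me3 peak in 1 diabetic LPS+IFN-γ library. Traf3ip3 had H3K27ac peaks in every HSC library and in 4 to 5 BMDM libraries per group, and H3K4me3 peaks in 3 to 6 libraries per group. Pla2g5 had peaks in 1 to 4 libraries per H3K27ac group and 3 to 6 per H3K4me3 group, and Chil3 and Retnla had none. Fisher's exact test of diabetic against control occupancy, two-sided over 60 combinations of gene, mark and state, gave a lowest p = 0.182 (Nos2 and Crnkl1 by H3K4me3 in unstimulated BMDM) and a lowest adjusted p = 1, so 0 passed, adjusted or not.

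The rank of a promoter's best peak within the top 10000 was compared for the 13 combinations in which every library held one, a test chosen after seeing the data. The Runx1 promoter ranked higher by H3K27ac in diabetic HSC, at percentile 57.1 ± 10.9 (n = 6), than in control HSC, at 37.2 ± 5.78 (n = 6). The difference of 19.9 points, with 6 of 6 diabetic libraries above the control mean and 5 above all controls, had a two-sided exact permutation p = 0.00649 and an adjusted p = 0.0844 over 13 tests, so it did not pass. Hk1 in the same libraries stood at percentile 48.6 ± 11.9 and 43.8 ± 12.9 (exact adjusted p = 0.941), and the remaining 11 combinations had adjusted exact p from 0.941 to 0.970.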

Values the study reported

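The article states that ChIP-seq of HSC and BMDM was carried out with n = 6 per group. For unstimulated BMDM it also reports 1047 regions of differing accessibility with diabetes at a false discovery rate under 0.05 and, in another passage, 405 regions at P under 0.05. These come from ATAC-seq, an assay that is not analysed here.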

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

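The rule by which libraries were singled out was set beforehand, and the tests of explanations in this part were chosen only after the result was seen. Of 48 combinations of group and measure, 11 held a library whose gap to the nearest other passed Dixon's critical value, where chance alone singles out about 1 group in 20. They fall into 4 cases, given in turn. The design gives no factor that differs between replicates of a group, so no biological explanation was tested for any of them.

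Among BMDM labelled LPS+IFN-γ, replicate 3 stood apart on promoter share in both marks and both disease groups. Its share of genes with a top peak at the promoter was 32.3% in diabetic and 34.2% in control H3K27ac libraries, and 35.4% in diabetic and 36.5% in control H3K4me3 libraries, each below the rest of its group. Its mean Jaccard distance to its group also stood out in the diabetic libraries, at 0.430 for H3K27ac (the others 0.284 to 0.297) and 0.518 for H3K4me3 (the others 0.393 to 0.427). A fault in 1 immunoprecipitation is argued against, since the share was the lowest of the group in 4 of 4 libraries from separate immunoprecipitations. Signal from stem, neutrophil, erythroid, B or T cells was read from the marker sets: in 0 of the 4 libraries were more promoters of those sets held than in every other library of the group. As these libraries had fewer promoters of all genes, such a count is lowered by the pattern itself, and other cells and other causes cannot be told apart by it. Depth was weighed by the background rate minus the highest of the other libraries of the group. That was −3.89 fragments per kb for H3K27ac control and −19.5 for H3K4me3 control libraries, so in those 2 the rate was within the range of the group and an unusually high depth is argued against. The second value is taken from a library of unclear scaling, but the rate of 17.4 was also below the highest of the rest (29.5). It was −12.6 for the H3K4me3 diabetic library, but the 2 libraries with higher rates were of unclear scaling and the remaining 3 lay below it (20.2 against at most 12.5). For H3K27ac diabetic it was 4.78 above the others (18.7 against at most 13.9). In the diabetic libraries an effect of depth and other causes therefore cannot be told apart. Unstimulated control BMDM of the same number did not stand apart, with promoter shares of 40.7% for H3K27ac and 42.4% for H3K4me3 and the lowest H3K27ac distance of its group (0.251), and the unstimulated diabetic library of that number is absent. In list length the disease groups differed. Replicate 3 had the fewest peaks of its group among control libraries (78716 for H3K27ac and 74565 for H3K4me3). Among diabetic libraries it had the most (142219 and 170702). Whether the LPS+IFN-γ libraries of that number share a cause, in the cells, in their handling or in the inputs common to both marks, stays open. The labels give no batch by which to test it.

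The control BMDM library labelled unstimulated replicate 1 lay far from its group. Its mean distance was 0.348 for H3K27ac (the others 0.251 to 0.283) and 0.472 for H3K4me3 (the others 0.358 to 0.398), and its H3K27ac promoter share was 36.5%, against 39.8% to 41.5%. The distance was the highest of the group in 2 of 2 marks, which argues against a fault in 1 immunoprecipitation only. In 2 of 2 marks its background rate lay within the range of the other libraries (15.2 fragments per kb within 4.91 to 17.2 for H3K27ac, and 20.1 within 13.4 to 35.7 for H3K4me3), which argues against a difference in depth. Both marks were called against the input of the same cells. A difference in the cells, in their preparation or in that input remains open and was not tested further.

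In diabetic HSC, library 6 had a mean H3K27ac distance of 0.250 to its group, where the others had 0.171 to 0.197. It held 9 erythroid promoters among its top peaks, 3 more than the next library of its group. Signal from erythroid cells is therefore a candidate explanation. Its background rate of 10.2 fragments per kb was the lowest of the group, −1.39 from the next. By H3K4me3 the same preparation had the fewest peaks of all lists (13730) and the highest mean distance of its group (0.469). Its H3K4me3 rate of 18.1 fragments per kb lay within the range of its group. The median fold of its top peaks was the lowest of its group in both marks (6.87 for H3K27ac and 3.08 for H3K4me3). With 1 preparation, effects of depth, of weak enrichment in both marks and of the cells present cannot be told apart.

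The control HSC library 5 had 100045 H3K27ac peaks, the fewest of its group. Its background rate was 23.4 fragments per kb, 6.81 above the lowest of the other libraries, so a shallower library is argued against. No other explanation was tested for it.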

How the results depend on the processing

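The alternatives that counted summits as peaks, ranked the top 10000 summits, adjusted for the background rate (with or without the 4 libraries of unclear scaling) or left out both libraries of a replicate number were chosen only after the data were seen; the rest were planned. For each reversal or shift below the cause was not tested, except where stated. Taking peaks at q of 0.05 or less changed nothing against the list as deposited, since the lists hold no others, so the values of these alternatives are the same.

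Peak number, diabetic against control, kept its direction and its side of the threshold in 116 of 124 recomputed values and reversed in 8, with no call under any alternative. Adjusting for the background rate gave log2 differences of 0.12 for H3K27ac in HSC and 0.13 for H3K4me3 in unstimulated BMDM (exact adjusted p = 0.823 for each; 0.136 to 0.935 and 0.136 to 0.823 across alternatives). Without the 4 libraries of unclear scaling, all H3K4me3 libraries of BMDM, that adjustment gave 0.158 in unstimulated and 0.132 in LPS+IFN-γ BMDM, where the difference also turned positive. A fold of at least 3 gave 0.0206 for H3K27ac in HSC (exact adjusted p = 0.935). Leaving out 1 library at a time gave −0.420 to 0.00376 for H3K27ac in unstimulated BMDM, above 0 only without diabetic library 4, and −0.0226 to 0.659 for H3K4me3 in HSC, below 0 only without diabetic library 5 and highest without diabetic library 6. In LPS+IFN-γ BMDM it gave −0.537 to −0.247 for H3K27ac and −0.457 to −0.0646 for H3K4me3, in both marks nearest 0 without diabetic library 5 and lowest without control library 3.

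Covered length kept direction and side in 99 of 112 values, reversed in 12 and passed the threshold in 1. With the background rate taken out, the log2 differences were 0.0168 and 0.196 for H3K27ac in LPS+IFN-γ BMDM and HSC, and 0.0436 and 0.111 for H3K4me3 in LPS+IFN-γ and unstimulated BMDM (exact adjusted p = 0.968 for each, the highest for each comparison across alternatives, where the lowest were 0.652, 0.0909, 0.652 and 0.0909). Without the 4 libraries of unclear scaling the H3K4me3 values were 0.119 and 0.0937. Without 1 library at a time it was −0.899 to −0.601 for H3K4me3 in unstimulated BMDM, past the threshold only without control library 4, at −0.899 (exact adjusted p = 0.0476; 0.0476 to 0.229 over the libraries left out). It gave −0.425 to 0.0301 for H3K4me3 in LPS+IFN-γ BMDM, above 0 without diabetic library 5 (0.0301) or control library 6 (0.0118). For H3K4me3 in HSC it gave −0.0587 to 0.650, below 0 without diabetic library 4 (−0.0295) or 5 (−0.0587).

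The promoter share kept direction and side in 98 of 112 values and reversed in 14, with no call. The lists as deposited gave −0.347 percentage points for H3K27ac in unstimulated BMDM, −2.37 in HSC and −3.42 in LPS+IFN-γ BMDM, and −4.10 for H3K4me3 in unstimulated BMDM (exact adjusted p = 0.195, with 0.195 to 0.864 across alternatives). The top 5000 peaks gave −0.0319 for H3K27ac in HSC, and ranking by fold gave 2.13 for H3K4me3 in unstimulated BMDM. With 1 library left out, ranges crossed 0 for H3K27ac in LPS+IFN-γ BMDM (−1.99 to 0.406, above 0 without diabetic library 3), in unstimulated BMDM (−0.301 to 0.865, below 0 without control library 1, at −0.301, or diabetic library 6, at −0.247) and in HSC (−0.253 to 0.881, below 0 without control library 1, at −0.0365, control library 4, at −0.253, or diabetic library 2, at −0.154). For H3K4me3 the range was −1.50 to 0.406 in LPS+IFN-γ BMDM (above 0 without diabetic library 3) and −1.32 to 0.368 in HSC (above 0 without diabetic library 6). In unstimulated BMDM it was −1.14 to −0.267, lowest without control library 1 and highest without diabetic library 1.

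The disease difference in HSC minus that in unstimulated BMDM kept direction and side in 84 of 100 values. All 16 reversals were in the promoter share, none with a call. For log2 peak number, leaving out 1 library gave −0.505 (without unstimulated diabetic library 4) to −0.0811 (without unstimulated diabetic library 2) for H3K27ac. For H3K4me3 it gave 0.648 (without HSC diabetic library 5) to 1.33 (without HSC diabetic library 6), with a lowest adjusted permutation p of 0.0537. With peaks at q of 0.05 or less it was 3.41 percentage points for H3K4me3 (permutation p = 0.629) and −2.02 for H3K27ac, which kept its direction. Leaving out 1 library gave −0.672 to 0.516 for H3K27ac, above 0 without HSC diabetic library 6 (0.516), HSC control library 2 (0.0368), 3 (0.0942) or 6 (0.121), unstimulated diabetic library 5 (0.108) or 6 (0.440), or unstimulated control library 1 (0.494). For H3K4me3 it gave −0.661 to 1.03, above 0 without HSC diabetic library 1 (0.419) or 6 (1.03), HSC control library 1 (0.285) or 4 (0.417), unstimulated diabetic library 5 (0.263) or 6 (0.168), or unstimulated control library 1 (0.405) or 2 (0.218).

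Separation of diabetic from control libraries kept direction and side in 118 of 136 values and reversed in 18, with no call. The lists as deposited gave 0.00121 for H3K27ac in LPS+IFN-γ BMDM, 0.00984 in HSC, and for H3K4me3 0.0335 in unstimulated BMDM (exact adjusted p = 0.338; 0.338 to 0.970 across alternatives) and 0.00968 in HSC. Asking for 50% of a region to be covered gave 0.0125 for H3K4me3 in unstimulated BMDM, and the top 20000 peaks gave 9.0e-05 for H3K27ac in unstimulated BMDM. Leaving out 1 library gave −0.00904 to 0.00775 for H3K27ac in unstimulated BMDM (above 0 without control library 4) and −0.00822 to 0.00153 for H3K4me3 there (above 0 without control library 4). It gave −0.00621 to 0.00714 for H3K4me3 in LPS+IFN-γ BMDM (above 0 without diabetic library 2, 4, 5 or 6, at 0.00157, 0.00361, 0.00701 and 0.00714). For H3K4me3 in HSC it gave −0.0102 to 0.000538 (above 0 without diabetic library 1, at 0.000343, or 2, at 0.000538).

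Separation of BMDM labelled LPS+IFN-γ from those labelled unstimulated kept direction and side in 73 of 90 values. The top 20000 peaks gave 0.0399 for H3K27ac in diabetic BMDM, past the threshold (exact adjusted p = 0.0173; 0.0173 to 0.831 across alternatives), 0.000203 for H3K27ac in control BMDM and −0.000871 for H3K4me3 in diabetic BMDM. The H3K4me3 value was −0.00563 with the lists as deposited and −0.00755 ranked by fold. Leaving out 1 library or replicate number gave 0.0177 to 0.0425 for H3K27ac in diabetic BMDM, past the threshold only without LPS+IFN-γ library 6 (exact adjusted p = 0.0317; 0.0317 to 0.701 over those left out). In control BMDM only replicate numbers were left out, not single libraries, which gave −0.00767 to 0.00760 for H3K27ac, above 0 without number 5. For H3K4me3 in diabetic BMDM it gave −0.00759 to 0.0137, below 0 without LPS+IFN-γ library 1 (−0.000478), unstimulated library 1 (−0.00570), 2 (−0.00724), 4 (−0.00603), 5 (−0.00396) or 6 (−0.00510), or replicate number 1 (−0.00759), 2 (−0.00694) or 4 (−0.00283).

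Separation of HSC from unstimulated BMDM was positive in all 66 values and kept its call in 56. For H3K4me3 in diabetic mice it lost the call with the lists as deposited (0.0165, exact adjusted p = 0.203) and with 50% of a region covered (0.0194, exact adjusted p = 0.199), where the range across alternatives was 0.0108 to 0.203. There, leaving out 1 library gave 0.0295 to 0.0575, without a call when unstimulated library 1 (0.0295, exact adjusted p = 0.0667), 2 (0.0325, exact adjusted p = 0.0667) or 4 (0.0334, exact adjusted p = 0.0524) was left out, over a range of 0.00794 to 0.0667. Swapping labels only within pairs of the same replicate number, a paired block, gave 0.0877 and 0.0916 for H3K27ac in control and diabetic mice and 0.0555 and 0.0376 for H3K4me3. Each had the smallest exact p such a block allows, 0.0313 for 6 pairs and 0.0625 for 5, with an adjusted p = 0.0625, so no call could be made by design. Replicate numbers were not taken to pair libraries, which would have needed a correlation over 0.1 in every pair. The lowest correlation between libraries of the same number, of regions held relative to the group mean, ran from −0.262 to 0.00892 over the 14 comparisons. In the 4 stimulation comparisons the median for the same number was above that for different numbers (0.0138 to 0.120 against −0.0477 to −0.00510). The same held in the 6 disease comparisons (0.0102 to 0.108 against −0.0240 to 0.00454). A weak sharing by number is therefore not excluded in the stimulation and disease comparisons. Among the 4 cell type comparisons the median was higher only for H3K4me3 in control mice (0.0506 against −0.0102).

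Counts of regions segregating between diabetic and control libraries stayed within 1.5 times the reported count in 188 of 260 values. Fisher's exact test with adjustment called 0 in all alternatives and with any library left out. Such calls need many fully segregating regions at once, so these counts of 0 say little about single regions. With the lists as deposited, segregating regions numbered 19, 16 and 44 for H3K27ac in LPS+IFN-γ BMDM, unstimulated BMDM and HSC, and 16, 219 and 4 for H3K4me3. The top 20000 peaks gave 3 and 2 for H3K27ac in unstimulated BMDM and HSC, and 4, 2 and 3 for H3K4me3 in LPS+IFN-γ BMDM, unstimulated BMDM and HSC. Tiles gave 2 and 1 for H3K27ac in unstimulated BMDM and HSC, and 1 and 2 for H3K4me3 in LPS+IFN-γ BMDM and HSC. Ranking by fold gave 2 for H3K27ac in unstimulated BMDM and 4 each for H3K4me3 in LPS+IFN-γ BMDM and HSC. The top 10000 summits gave 1 for H3K27ac in unstimulated BMDM, and 2 and 0 for H3K4me3 in LPS+IFN-γ and unstimulated BMDM. Other values were 1 and 0 with 50% covered (H3K27ac in unstimulated BMDM, H3K4me3 in HSC), 1 on autosomes (H3K27ac in unstimulated BMDM) and 1 in the top 5000 (H3K4me3 in LPS+IFN-γ BMDM). Leaving out 1 library gave 0 to 2, 0 to 6 and 0 to 1 regions for H3K27ac in LPS+IFN-γ BMDM, unstimulated BMDM and HSC (highest without control library 1, diabetic library 1 or control library 4, and any of diabetic libraries 1 and 2 or control libraries 2, 3 and 5). For H3K4me3 it gave 0 to 4, 5 to 10 and 1 to 7 (highest without diabetic library 6, diabetic library 1 or 4, and diabetic library 1). With 1 library fewer, fewer libraries have to hold or lack a region, so such counts can rise by construction.

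Counts for LPS+IFN-γ against unstimulated BMDM stayed within 1.5 times in 89 of 124 values, and the adjusted Fisher's exact test called 0 in all of them. In diabetic BMDM the 53 H3K27ac regions became 163 with the lists as deposited, 143 in the top 20000, 24 in the top 5000, 24 with 50% covered, 21 ranked by fold and 31 with summits. The 5 H3K4me3 regions became 37, 16, 8, 10 and 9 (as deposited, top 20000, top 5000, 50% covered, ranked by fold). In control BMDM, H3K27ac gave 19 as deposited, 2 in the top 20000 and 3 in tiles, and H3K4me3 gave 2 as deposited, 3 in the top 20000, 3 ranked by fold and 0 on autosomes. Leaving out 1 diabetic library gave 56 to 96 for H3K27ac, over 1.5 times without LPS+IFN-γ library 6 (96) or unstimulated library 4 (82), and 8 to 20 for H3K4me3, highest without LPS+IFN-γ library 6 and over 1.5 times whichever of the 11 libraries was left out.

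Counts for HSC against unstimulated BMDM stayed within 1.5 times in 78 of 124 values. For H3K27ac in control mice the 686 regions called by Fisher's exact test became 0 as deposited, 113 in the top 5000, 1755 in the top 20000, 173 ranked by fold, 157 with 50% covered and 179 in tiles. The 239 segregating regions became 1374 as deposited, 113, 582, 157 with 50% covered and 150 with summits. For H3K27ac in diabetic mice the 894 called regions became 0, 195, 2185, 240 ranked by fold and 308 in tiles, and the 348 segregating regions 1631, 195 and 742, in the same order of settings. For H3K4me3 as deposited, the adjusted Fisher's exact test called 18392 in control mice and the segregating regions rose to 3480 in control and 277 in diabetic mice, with 33 for control in the top 5000 and 20 for diabetic mice with 50% covered. Leaving out any 1 of the 11 libraries in diabetic mice gave 374 to 452 called H3K27ac regions, since at 5 against 5 or 6 against 4 libraries only fully segregating regions passed. For H3K4me3 in diabetic mice segregating regions then ran from 49 to 126, over 1.5 times without HSC library 5 (126) or 6 (86) or unstimulated library 5 (69) or 6 (104).

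Depth limits the comparisons of peak number and covered length, since the background rates of the 70 libraries ran from 4.91 to 36.9 fragments per kb. A region absent from a top list was not shown to lack the mark.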

Other observations

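Of the tests in this part, 3 readings of the control BMDM labels (by distance, by the diabetic regions, and by the LPS and IFN-γ list in full lists) and the adjustment of peak number for the background rate were set before their own outcomes were seen, although after the differences they address. The comparison of region counts with other splits was planned, although what it would show was written down after the counts were seen. The other tests here were chosen only after the result was seen.

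Splits of the same libraries were used to ask whether chance can be excluded for each count of regions. Where the real count is 0, all 100 of 100 splits reach it by construction, so there the comparison tests nothing. Between diabetic and control libraries that holds for the 0 segregating H3K27ac regions in HSC (highest other 4), unstimulated BMDM (highest other 12) and LPS+IFN-γ BMDM (highest other 23), and for the 0 H3K4me3 regions in LPS+IFN-γ BMDM (highest other 14). It also holds for the adjusted Fisher's exact test, which called 0 regions in all 6 comparisons, with a highest other of 0. Chance cannot be excluded for the 1 H3K4me3 region in HSC (reached by 68 of 100 splits, highest other 21) and the 5 in unstimulated BMDM (29 of 100, highest other 26). For stimulation, chance can be excluded for the 53 H3K27ac regions of diabetic BMDM (1 of 100 splits, the real one, highest other 18). It cannot be for H3K4me3 with 1 in control BMDM (77 of 100, highest other 9) and 5 in diabetic BMDM (25 of 100, highest other 63), while the 0 H3K27ac regions of control BMDM (highest other 9) and the 0 calls of Fisher's test are again reached by construction. For cell type, chance can be excluded for the segregating regions of H3K27ac in control and diabetic mice, 239 (1 of 100, highest other 8) and 348 (1 of 100, highest other 26), and of H3K4me3 in control mice, 52 (1 of 100, highest other 16). For the 44 H3K4me3 regions in diabetic mice (2 of 100, highest other 82) it can be excluded only by the share of splits, which is not adjusted for the number of comparisons, and another split gave more regions. The 686 and 894 H3K27ac regions called by Fisher's exact test also exceeded the other splits, whose highest count was 0. These were all the regions with an unadjusted p under 0.05. Calls appear only where many regions segregate fully, so this adds little to the comparison of segregating regions.

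The lower peak number of diabetic libraries, in H3K27ac of HSC and H3K4me3 of unstimulated BMDM before adjustment for 6 tests, was weighed against a difference in depth. The within-group slope on the background rate was fitted once per mark, over all its groups. With it taken out, −23.7% and −18.8% of these log2 differences were kept, so each changed sign. Slopes of single cell states were not fitted and may differ. In HSC the H3K27ac rates of the groups hardly overlapped (10.2 to 17.5 fragments per kb in diabetic and 16.6 to 34.2 in control libraries). The amount removed there therefore rests on the pooled slope. Without the 4 libraries of unclear scaling the H3K4me3 difference also turned positive, to 0.158. Depth, as far as the recovered rate measures it, is therefore a candidate explanation of both differences. How much of each it accounts for is not settled. Diabetes remains open too, because the rate itself was lower in the diabetic groups and an effect of disease on the yield of the assay was not tested.

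Control BMDM labelled LPS+IFN-γ and unstimulated did not separate by H3K27ac, although 53 regions did so in diabetic BMDM. Exchanged treatment labels among the control libraries are a candidate explanation for the pair numbered 5. Of the control libraries, 3 of 12 held the pattern of the other label over those regions: the libraries labelled LPS+IFN-γ replicate 5, unstimulated replicate 5 and unstimulated replicate 6. An exchange between these needs a partner in each treatment, which replicate 5 has and the library labelled unstimulated 6 lacks. Regions with an unadjusted Fisher p under 0.05 in diabetic BMDM put 4 of 12 out of place, the same 3 and the library labelled unstimulated 1. By H3K4me3, over only 5 regions, 4 of 12 held the other pattern, the same 3 and the library labelled unstimulated 2. Over 79 H3K4me3 regions with an unadjusted Fisher p under 0.05 it was 5 of 12, those 4 and the library labelled LPS+IFN-γ 3. That mark placed only 4 of 11 diabetic libraries with their own label over fully segregating regions, which leaves that reading weak. By distance, 4 of 12 control preparations were nearer to the other treatment's diabetic libraries in both marks: those labelled unstimulated 1 and LPS+IFN-γ 2, 4 and 5. Those labelled unstimulated 5 and 6 were nearer to their own label in both marks, at 0.269 against 0.282 and 0.258 against 0.268 for H3K27ac. As 3 of 11 diabetic preparations, all labelled LPS+IFN-γ, were nearer to the other label as well, distance leaned toward the unstimulated libraries. It therefore does not count against an exchange, and a mislabelled sample and the ordinary spread cannot be told apart by it. The LPS and IFN-γ list also left the exchange of pair 5 open. In full H3K27ac lists its promoters ranked 11.4 percentile points higher in the library labelled LPS+IFN-γ, with the same direction in 11 of 11 pairs, but the lists had 131031 and 54408 peaks. In lists shortened to 52470 peaks the difference was −2.83 points, with 8 of 11 pairs higher under the LPS+IFN-γ label, and control pairs 2, 5 and 6 at −2.49, −2.83 and −5.65. By H3K4me3 pair 5 stood at −6.99 points in full lists, the lowest of the pairs, with 8 of 11 higher under that label, and at −2.21 in lists of 51382 peaks, with 6 of 11 higher. No test here shows that labels were exchanged, and the library labelled unstimulated 6 stays without an explanation. Weaker responses in some control cultures, a biological alternative, were not tested.

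HSC libraries differed in which lineage genes carried H3K27ac. In 6 of 12 there were more erythroid than stem and progenitor promoters among the top peaks. Of the erythroid set, 3 promoters were held in all 12 libraries and 3 in none, while 12 of 12 macrophage promoters were held in none. Signal from erythroid cells is a candidate explanation: the promoter of the alpha globin gene Hba-a1 was held in 7 of 12 HSC libraries and in 0 of 11 unstimulated BMDM libraries, and that of the beta globin gene Hbb-bt in 2 HSC libraries. The match was not complete: Hba-a1 was held in 5 of the 6 libraries with more erythroid promoters, not in diabetic 1, and at low percentiles (4.44 and 3.04) also in diabetic 2 and 4, which had fewer. The 2 libraries with the lowest and the highest background rate, diabetic 6 and control 4, both held more erythroid promoters (10.2 and 34.2 fragments per kb). Rates of the libraries without such an excess lay between these, from 11.6 in diabetic 4 to 26.7 in control 6. A steady rise or fall with depth is therefore argued against, while other effects of depth are not excluded. A fault in 1 immunoprecipitation is argued against too. Distances between the 66 pairs of preparations went together in both marks (r 0.539, one-sided permutation p = 0.0083 from 10000 permutations), and r was 0.372 without diabetic library 6. As both marks were called against the input of the same cells, a fault of that input is not excluded by this.

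The higher rank of the Runx1 promoter by H3K27ac in diabetic HSC, by 19.9 percentile points, missed the threshold after adjustment for 13 tests. Within groups the percentile rose with the background rate (r 0.583), while the diabetic libraries had the lower rates. With that slope taken out, 156% of the difference was kept, at 31.0 points. Its exact permutation p = 0.00216 is the smallest possible and was not adjusted for the 13 tests. The rates of the groups hardly overlapped (10.2 to 17.5 fragments per kb in diabetic and 16.6 to 34.2 in control libraries). The adjustment therefore extrapolates and cannot exclude an effect of depth. Leaving out diabetic library 6 gave 23.2 points. Signal from erythroid cells was read from the mean number of erythroid promoters, which was 0.333 higher in diabetic libraries. That is small against the SD of 2.14 in diabetic and 1.83 in control libraries, so a part played by cell composition and an effect of diabetes cannot be told apart.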
